# Alternative Splicing in Adhesion- and Motility-Related Genes in Breast Cancer

**DOI:** 10.3390/ijms17010121

**Published:** 2016-01-16

**Authors:** Rosanna Aversa, Anna Sorrentino, Roberta Esposito, Maria Rosaria Ambrosio, Angela Amato, Alberto Zambelli, Alfredo Ciccodicola, Luciana D’Apice, Valerio Costa

**Keywords:** alternative splicing, breast cancer, RNA-Sequencing, cell adhesion and motility

## Abstract

Breast cancer is the most common tumor and the second leading cause of cancer death among woman, mainly caused by the metastatic spread. Tumor invasiveness is due to an altered expression of adhesion molecules. Among them, semaphorins are of peculiar interest. Cancer cells can manipulate alternative splicing patterns to modulate the expression of adhesion- and motility-related molecules, also at the isoform level. In this study, combining RNA-Sequencing on MCF-7 to targeted experimental validations—in human breast cell lines and breast tumor biopsies—we identified 12 new alternative splicing transcripts in genes encoding adhesion- and motility-related molecules, including semaphorins, their receptors and co-receptors. Among them, a new *SEMA3F* transcript is expressed in all breast cell lines and breast cancer biopsies, and is translated into a new semaphorin 3F isoform. *In silico* analysis predicted that most of the new putative proteins lack functional domains, potentially missing some functions and acquiring new ones. Our findings better describe the extent of alternative splicing in breast cancer and highlight the need to further investigate adhesion- and motility-related molecules to gain insights into breast cancer progression.

## 1. Introduction

Breast cancer (BC) is the most common tumor among women, and the second leading cause of cancer death [1]. Its progression is accompanied by genomic alterations including inherited genetic variations, acquired (*i.e.*, *de novo*) genomic aberrations, changes in gene expression, splicing pattern and—in some cases—in protein functionality. Cancer cells can modulate, even through alternative splicing (AS), the expression and the variety of adhesion/motility genes, accumulating transcripts with potentially different or opposite functions [2]. As in most of cancers, the major cause of death in BC patients is due to metastatic spread of cells from the primary tumor [3], through the destabilization of intercellular contacts and the acquisition of mobilization- and invasion-related features [4]. Proteins involved in cell-cell/cell-matrix adhesion and cell motility and migration—including the emerging class of semaphorins [5]—are crucial players in the metastatic process. Thus, they are optimal biomarkers of cancer progression and prognostic indicators, as well as potential candidates to design therapeutic strategies. Since isoform switching in adhesion and motility proteins is one of cancer hallmarks [6], investigating the AS pattern in non-metastatic tumor cells (*i.e.*, before epithelial-to-mesenchymal transition, EMT) may help to address how they develop a more aggressive and invasive phenotype. RNA-Sequencing (RNA-Seq) is the most powerful approach to investigate the transcriptome of cancer cells allowing to explore AS, mutations and RNA editing [7,8]. In light of this, we performed a systematic transcriptome analysis in the MCF-7 cell line, a widely used cellular model of human luminal breast tumors responsive to endogenous hormones. In particular, using RNA-Seq, we simultaneously investigated the expression and the AS pattern of genes that encode adhesion and motility-related molecules, including semaphorins, their receptors and co-receptors. Combining a previously developed computational approach for new AS events [9] to targeted experimental validations, we identified 12 new transcripts of genes encoding adhesion- and motility-related proteins. Most of them are predicted to translate proteins with different functions compared to the canonical isoforms. Interestingly, they are expressed in BC cell lines and—at a lower and variable extent—in BC biopsies. Among them, a new shorter SEMA3F alternative isoform, highly expressed in BC cell lines and breast cancer biopsies, was identified.

## 2. Results

### 2.1. MCF-7 Transcriptome and Alternative Splicing Profile

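MCF-7 is an established line of estrogen receptor-positive luminal breast carcinoma cells, and its poly(A) RNA was sequenced in 2 replicates of 1 condition. The expressed transcriptome took in 13444 genes with an FPKM (fragments scaled by transcript length and by the mapped fragments of the library) of at least 1 in both replicates. Genes used as references in expression studies spanned a wide range of levels, and all 8 on a list of them were expressed (median log2(FPKM + 0.1) 10.22). *GAPDH*, a glycolytic enzyme, was at 2407 ± 159 FPKM (SD, n = 2), *ACTB*, cytoplasmic actin, at 1276 ± 69.1 FPKM, *HPRT1*, a purine salvage enzyme, at 108 ± 2.58 FPKM, and *TBP*, the TATA-binding protein, at 18.1 ± 2.22 FPKM. The genes of highest FPKM with bounds that enclosed their value in both replicates included *RPL41* at 8194 ± 510.2 FPKM, *RPS27* at 6798 ± 48.5 FPKM and *RPS18* at 6763 ± 646 FPKM, which encode ribosomal proteins.
Libraries were made with the TruSeq RNA kit and read as pairs of 75 bp. The submitters' processing notes name TopHat2 2.0.10, Cufflinks 2.1.1 and the build hg19, and the authors deposited 1 table of 56570 genes with their Ensembl identifiers, the FPKM of each replicate, the bounds of Cufflinks' confidence interval and a status. The values are not counts, so the depth of each library cannot be read from them and no count model was used. The paper's mapping summary (Figure S1) was not used. Among genes with few fragments, the FPKM worth of 1 fragment gives a ratio of 1.27 for the fragments of replicate 2 over those of replicate 1. It is a relative depth only if FPKM were not rescaled between the libraries, which the sources used do not state. Across the 14416 genes at 1 FPKM or more in at least one replicate, Pearson's r of log2(FPKM + 0.1) was 0.851 and Spearman's rho 0.943. Over the 11790 of them that are annotated as protein-coding, a subset chosen after the data were seen, r was 0.990 (genes are not independent replicates). A failed estimate, found in 2 genes of replicate 1 and 8 of replicate 2, was treated as missing. Values of exactly 0 are given only as listed at 0, because the table can place a gene's level on another identifier. Of the 2 identifiers of *NDUFA7*, which encodes a subunit of respiratory complex I, 1 is listed at 0 in both replicates and the other, in the same region, at 56.4 and 65.6 FPKM. For a symbol with several identifiers, the one of highest mean FPKM was used. No source says that the replicates were separate cultures, so the SD given with each mean may be technical, and with 1 condition no test between groups was possible.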

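Genes of the luminal program were expressed throughout in MCF-7, and genes of the basal program mostly were not. All 15 luminal markers on a list fixed before the data were examined had an FPKM of at least 1 in both replicates, against 2 of 12 basal markers. *TFF1*, an estrogen-induced trefoil peptide, was highest at 3296 ± 1022 FPKM (SD, n = 2), though its values exceeded their own upper bounds of 2489 and 3937 FPKM. It was followed by the transcription factors *XBP1* at 972 ± 59.0 FPKM and *GATA3* at 227 ± 42.3 FPKM, and by the estrogen-induced *GREB1* at 189 ± 28.1 FPKM. The lowest luminal markers were *PDZK1*, a scaffold protein, at 22.5 ± 6.10 FPKM and *AR*, the androgen receptor, at 12.8 ± 0.515 FPKM. The receptors for estrogen (*ESR1*, 32.5 and 31.7 FPKM in the replicates) and progesterone (*PGR*, 32.3 and 34.9 FPKM) were not picked by the rule for named genes and are given because they define the luminal type. Among basal markers, *CDH3* (P-cadherin) reached 29.3 ± 2.06 FPKM. *KRT17*, a basal keratin, was at 1.73 FPKM with lower bounds of 0 in both replicates, and it lies in a region with 7 other genes. *CAV2* was at 0.583 ± 0.0831 FPKM and *FOXC1* at 0.242 ± 0.0253 FPKM, while *KRT14* was listed at 0 in both replicates and *KRT6B* in replicate 2. The median log2(FPKM + 0.1) was 6.26 for the luminal list and -1.94 for the basal list, above 100% and 84.3% of 10000 random lists of the same size. Drawn only from genes above 0 in at least one replicate, random lists lay below the basal list in 6.15% of draws.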

To comprehensively study the expression—and the alternative splicing pattern—of genes encoding adhesion- and motility-related proteins in breast cancer, we used RNA-Seq to profile the transcriptome of MCF-7 cells as a model of human luminal breast tumor responsive to estrogen stimulation. A schematic workflow of our computational and experimental procedures is depicted in Figure 1A. 

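Epithelial genes were expressed at high levels in MCF-7 cells, and most genes of the mesenchymal state were below 1 FPKM. Of 18 epithelial markers, 18 had an FPKM of at least 1 in both replicates, against 5 of 16 mesenchymal markers. The keratins of simple epithelia led, with *KRT8* at 3747 ± 569 FPKM (SD, n = 2), *KRT18* at 1821 ± 339 FPKM and *KRT19* at 830.0 ± 62.9 FPKM, followed by the adhesion molecule *EPCAM* at 251 ± 5.09 FPKM. Even the lowest epithelial markers, the polarity gene *CRB3* at 13.0 ± 1.13 FPKM and the transcription factor *OVOL1* at 10.3 ± 0.429 FPKM, were above 10 FPKM on average. The highest mesenchymal markers were *ACTA2* (smooth muscle actin) at 17.4 ± 1.36 FPKM, which lies in a region with 3 other genes, *S100A4*, a calcium-binding protein, at 8.76 ± 0.453 FPKM, then *VIM* and *FN1* (fibronectin), the latter at 3.43 ± 0.114 FPKM. At the other end, *FOXC2* and *CDH11* were listed at 0 in both replicates. Among transcription factors that drive EMT, *ZEB1* was at 0.239 and 0.152 FPKM in the replicates and *SNAI2* at 0.162 and 0.144. *SNAI1* was near the threshold of 1 FPKM, at 0.895 and 1.25, while *ZEB2* was listed at 0 in replicate 1 and *TWIST1* in replicate 2. These 5 genes were named after their values were seen.

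**Figure D1:**
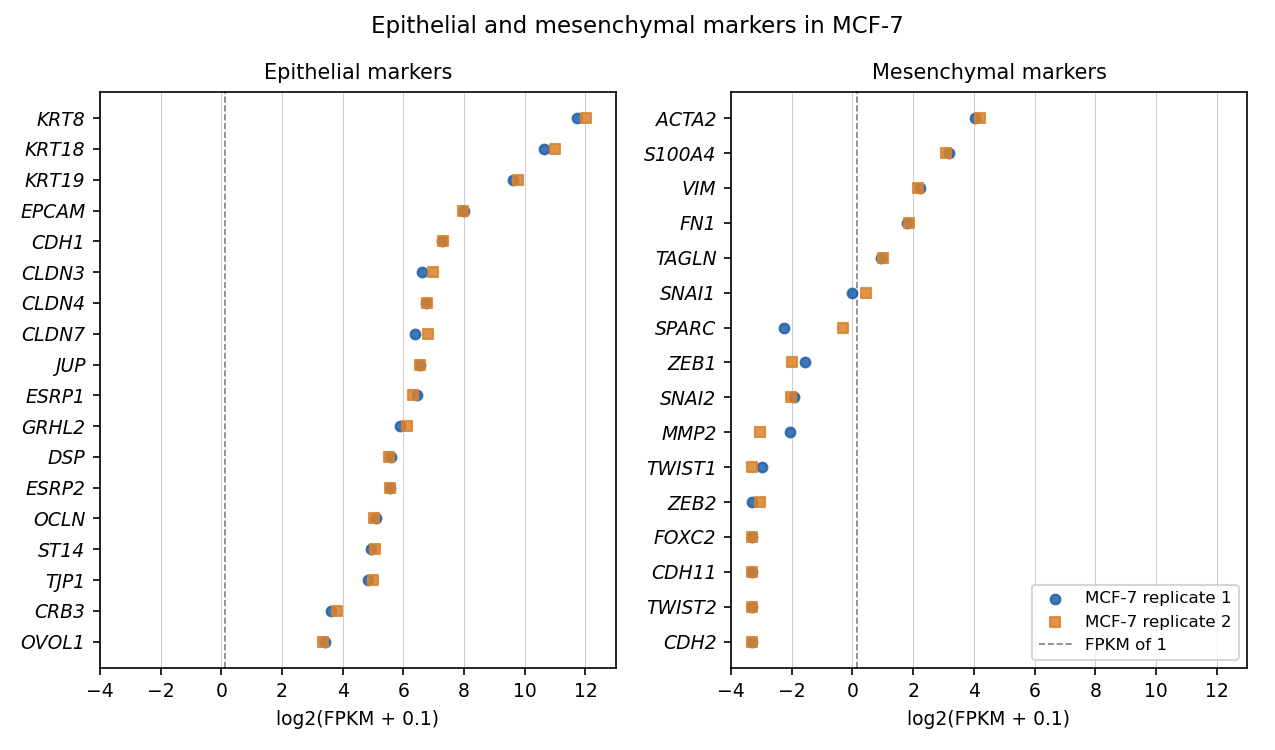
Level of each epithelial (left) and mesenchymal (right) marker in MCF-7 replicate 1 (circles) and replicate 2 (squares), as log2(FPKM + 0.1), with genes ordered by mean FPKM and a dashed line at an FPKM of 1. All 18 epithelial markers lie right of the line in both replicates and 5 of 16 mesenchymal markers do.

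The median log2(FPKM + 0.1) was 6.47 for epithelial and -1.88 for mesenchymal markers, a difference of 8.35 (8.41 in replicate 1 and 8.45 in replicate 2). The epithelial list lay above 100% of random lists, and the mesenchymal list above 88.6% of those drawn from all genes. The mesenchymal list lay above 5.15% of those drawn from genes above 0 in at least one replicate. That draw leaves out genes listed at 0 in both replicates while the list keeps its 4 such members, so a low rank there is partly built in. Among markers of other cell types, 1 of 10 fibroblast markers was expressed (*COL1A1*, a chain of type I collagen, at 15.1 ± 1.94 FPKM), as was 1 of 7 endothelial markers with a value (*EMCN*, endomucin, at 3.48 ± 0.566 FPKM), and 0 of 10 immune cell and 0 of 6 adipocyte markers.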

As confirmed by RNA-Seq, these cells have a low metastatic ability and did not undergo EMT, representing a good model to study earlier stages of BC progression. Indeed, expression data indicated high levels of *CDH1* (E-cadherin) and almost undetectable levels of *CDH2* and *VIM* that encode mesenchymal markers N-cadherin and vimentin, respectively (Figure 1B). 

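*CDH1* (ENSG00000039068), in a region on chromosome 16 of hg19 from 68771128 to 68869445, was at 157 ± 2.33 FPKM (SD, n = 2), with lower bounds of 111 and 112 in replicates 1 and 2. *CDH2* (ENSG00000170558) was listed at 0 in both replicates, with upper bounds of 0, so no ratio to it was formed. *VIM* (ENSG00000026025), on chromosome 10 of hg19 from 17270258 to 17279592, was at 4.50 ± 0.150 FPKM (SD, n = 2), and its lower bounds of 3.14 and 3.11 lay above 0 in both replicates. Within a replicate, the FPKM of *CDH1* was 33.7 times that of *VIM* in replicate 1 and 36.1 times in replicate 2, a mean log2 ratio of 5.12 ± 0.07 (SD, n = 2). From the levels of these 3 genes, the paper reasons that MCF-7 cells had not undergone EMT and takes them as a model of earlier stages of breast cancer progression.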

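*CD44* (ENSG00000026508), the hyaluronan receptor, was at 17.7 ± 0.219 FPKM (SD, n = 2), in a region on chromosome 11 of hg19 from 35160417 to 35253949 with lower bounds of 11.0 and 11.5. Its level was below that of *CDH1* and above that of *VIM* in each replicate. Of 6 surface and enzyme markers used for breast stem-like cells, 5 had a value and 2 were expressed, namely *CD44* and *ITGA6* (integrin alpha 6) at 1.60 ± 0.363 FPKM. The aldehyde dehydrogenase genes *ALDH1A3* and *ALDH1A1* were at 0.727 ± 0.329 FPKM and 0.0658 ± 0.0484 FPKM, and *PROM1* (CD133) was at 0.0212 FPKM. This list had a median log2(FPKM + 0.1) of -0.33, above 86.3% of random lists drawn from all genes and 40.5% of those drawn from genes above 0 in at least one replicate. *CD24* has no line of its own in the table, so no value can be given for it. The table lists the pseudogene *CD24P4* (ENSG00000185275), on chromosome Y of hg19, at 83.6 ± 12.9 FPKM (SD, n = 2), a gene looked up after the values were seen. In GENCODE v29 its transcript is 243 nt long, and each of its 169 windows of 75 nt occurs in the *CD24* messenger RNA with at most 2 mismatches, 67 of them with none.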

The intermediate expression levels of *CD44* and the absence of *CD24* are in agreement with [10], which demonstrated that the low colony forming activity of MCF-7 is accompanied by increased adhesive properties of these cells, due to the described expression pattern (Figure 1B).

As we were interested in a systematic analysis of adhesion/motility-related genes, the GeneCards database (version 3.12) was used to retrieve a list of genes involved in “cell adhesion”, “cell–matrix interaction” and “cell motility” processes. 

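MCF-7 cells expressed 19 of the 31 human semaphorins, plexins and neuropilins at an FPKM of at least 1 in both replicates, namely 12 of 20 semaphorins, 6 of 9 plexins and 1 of 2 neuropilins. *SEMA3C*, a secreted class 3 semaphorin, was far above the rest at 145 ± 2.82 FPKM (SD, n = 2). Between 20 and 40 FPKM were *PLXNB1*, *SEMA4C*, *PLXNB2*, *PLXNA3* and *SEMA3F*, of which *PLXNA3* was at 26.5 ± 5.09 FPKM. A group at 10 to 20 FPKM held the membrane-bound *SEMA4D* at 17.6 ± 0.614 FPKM, the co-receptor *NRP1* at 16.5 ± 5.09 FPKM, *PLXNA1* at 12.5 ± 3.50 FPKM and *SEMA3B* at 10.5 ± 2.27 FPKM. *PLXNB3*, *PLXND1*, *SEMA4A* and *SEMA4B* were between 7.01 and 9.47 FPKM on average. *SEMA6B*, *SEMA4G*, *SEMA4F*, *SEMA3E* and *SEMA6A* were between 1.39 and 3.51 FPKM. *SEMA4G* was the least settled of them, at 2.22 and 4.47 FPKM in the replicates. *PLXNC1* was at 1.33 FPKM in replicate 1 and 0.971 in replicate 2, and with a threshold on the mean FPKM it is counted too, for a total of 20. *NRP2*, *PLXNA2* and *PLXNA4* stayed below 1 FPKM, and *SEMA5A* and *SEMA6D* were lowest, listed at 0 in replicate 1.

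**Figure D2:**
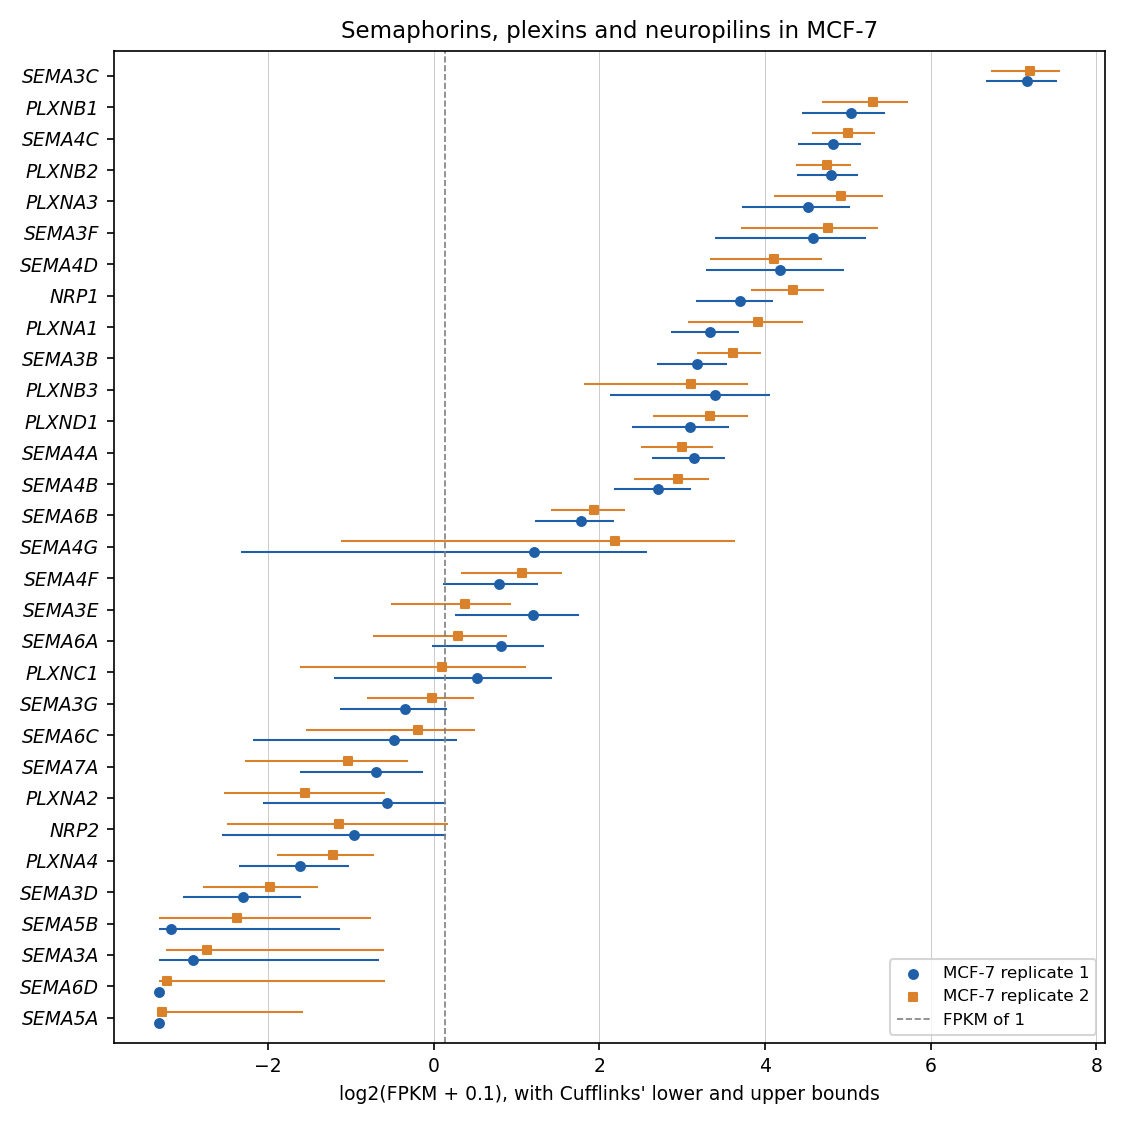
Level of the 31 semaphorin, plexin and neuropilin genes in MCF-7 replicate 1 (circles) and replicate 2 (squares) as log2(FPKM + 0.1), ordered by mean FPKM. Horizontal lines span the lower and upper bounds of Cufflinks' confidence interval as deposited and the dashed line is an FPKM of 1. *SEMA3C* stands apart at 143 and 147 FPKM, and the lines of neighboring genes overlap over most of the range.

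The median log2(FPKM + 0.1) was 0.86 for semaphorins, 3.25 for plexins and 1.48 for neuropilins, above 99.5%, 99.3% and 86.8% of random lists drawn from all genes, and above 58.7%, 88.4% and 60.3% of those drawn from genes above 0 in at least one replicate. Of 7 genes for co-receptors of plexins and neuropilins, 5 were expressed. *ERBB2* was at 22.6 ± 0.0219 FPKM, *NRCAM* at 13.2 ± 1.57 FPKM, *MET* at 9.32 ± 0.661 FPKM, *L1CAM* at 5.94 ± 1.18 FPKM and *MST1R* at 1.94 ± 0.123 FPKM, while the endothelial growth factor receptors *FLT1* and *KDR* were at 0.219 and 0.0159 FPKM. The median of this list was 2.58, above 97.4% and 77.0% of the same 2 kinds of random list.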

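Families of adhesion and motility genes differed in how many of their members MCF-7 cells expressed. Small GTPases of the Rho family, which organize the actin cytoskeleton, were expressed in 18 of 20 cases, led by *RAC1* at 229 ± 8.20 FPKM (SD, n = 2), *RHOC* at 229 ± 7.94 FPKM and *RHOB* at 168 ± 11.7 FPKM, with *RHOJ* listed at 0 in both replicates and *RAC2* in replicate 1. Integrins, the receptors of the extracellular matrix, were expressed in 10 of 26 cases. *ITGB1* at 132 ± 1.33 FPKM, *ITGB5* at 73.5 ± 9.27 FPKM, *ITGAE* at 37.2 ± 1.45 FPKM and *ITGA3* at 19.9 ± 4.25 FPKM were highest, and *ITGA8* and *ITGA11* were lowest. Of 29 cadherins and desmosomal cadherins, 5 were expressed, with *CDH24* at 15.6 ± 2.28 FPKM and *DSG2* at 13.0 ± 0.160 FPKM after *CDH1* and *CDH3*, and *DSG1* and *DSG4* were listed at 0. Claudins, which seal tight junctions, were expressed in 8 of 21 cases, with *CLDN3* at 113 ± 20.5 FPKM, *CLDN4* at 109 ± 2.29 FPKM, *CLDN7* at 97.6 ± 19.0 FPKM and *CLDN12* at 31.0 ± 0.785 FPKM above *CLDN17* and *CLDN19*, both listed at 0. Of 9 Notch ligands and receptors, 5 were expressed, among them *NOTCH2* at 26.9 ± 3.53 FPKM, *NOTCH3* at 22.7 ± 5.44 FPKM, *NOTCH1* at 10.7 ± 2.45 FPKM and *DLL1* at 2.94 ± 0.534 FPKM, whereas *NOTCH4*, *JAG1*, *DLL4* and *DLL3* were below 1 FPKM. Matrix metalloproteinases were expressed in 6 of 18 cases at low levels, of which *MMP17* at 10.2 ± 1.39 FPKM and *MMP15* at 6.31 ± 0.0397 FPKM were highest, followed by *MMP25* and *MMP16* at 2.42 and 1.82 FPKM, and *MMP8* and *MMP12* were listed at 0. The median log2(FPKM + 0.1) was 3.67 for Rho GTPases, 1.59 for Notch genes, -0.58 for integrins, -1.28 for claudins, -1.61 for metalloproteinases and -2.99 for cadherins. Random lists of the same size lay below in 99.99%, 96.9%, 98.9%, 95.9%, 92.4% and 63.7% of draws from all genes, and in 98.8%, 66.1%, 23.3%, 12.1%, 7.76% and 0% of draws from genes above 0 in at least one replicate. The lists kept their members listed at 0 in both replicates (7 of the cadherins), which lowers the ranks among genes above 0. The list of genes that the paper took from GeneCards was not used here.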

The analysis of RNA-Seq data (mapping summary in Figure S1) revealed that MCF-7 cells express 1217 adhesion- and motility-related genes (Figure S2) and 20 genes encoding semaphorins and their receptors, plexins and neuropilins (Figure 1B), that are associated with the onset/progression of different cancer types [5,11,12]. Among them, *SEMA3F*, *SEMA4C*, *PLXNB1* and *PLXNB2*, involved in cancer progression and in immune system suppression [11,13], were highly expressed. 

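*PLXNB1* (ENSG00000164050), a receptor of semaphorin 4D, was at 36.0 ± 4.64 FPKM (SD, n = 2) and ranked 2 by mean FPKM among the 31 members of the 3 families. *SEMA4C* (ENSG00000168758), a membrane-bound semaphorin that binds plexin-B2, followed at 30.0 ± 2.51 FPKM, and *PLXNB2* (ENSG00000196576) was at 27.2 ± 0.697 FPKM. *SEMA3F* (ENSG00000001617), a secreted semaphorin that binds neuropilin-2, ranked 6 at 25.4 ± 2.29 FPKM. The bounds of *SEMA3F* were the widest of the 4 relative to its value, from 10.4 to 37.1 FPKM in replicate 1 and from 13.0 to 41.2 in replicate 2, and its region on chromosome 3 of hg19 from 49977440 to 50226508 holds 4 other genes. *PLXNB2* ranked 4 in replicate 1 and 6 in replicate 2, so the order of *PLXNB2*, *PLXNA3* and *SEMA3F* was not settled by 2 replicates. On the log2 scale, the mean FPKM was 5.17 for *PLXNB1*, 4.91 for *SEMA4C*, 4.77 for *PLXNB2* and 4.66 for *SEMA3F*.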

Using a previously published computational procedure [9], 17 new exon-skipping events in 14 adhesion/motility-related genes were identified (Figure S3). The presence of 12 out of 17 new transcripts identified by RNA-Seq analysis was *in vitro* confirmed by RT-PCR, cloning (where needed) and Sanger sequencing (Figure S2). Details are reported in the Supplementary File and in Figures S4–S14. Selected candidate genes were classified according to their functions in (1) adhesion-; (2) motility-related and (3) semaphorins and their receptors. The results are schematized in Table 1.

To assess if and at what extent these new transcripts were expressed in breast and if they could be expressed also in other breast cell lines and *in vivo*, we systematically measured the mRNA levels in a non-tumorigenic breast cell line (MCF-10A), in MCF-7, in a triple negative aggressive metastatic BC cell line (MDA-MB-231) and, particularly, in BC biopsies.

**Figure 1:**
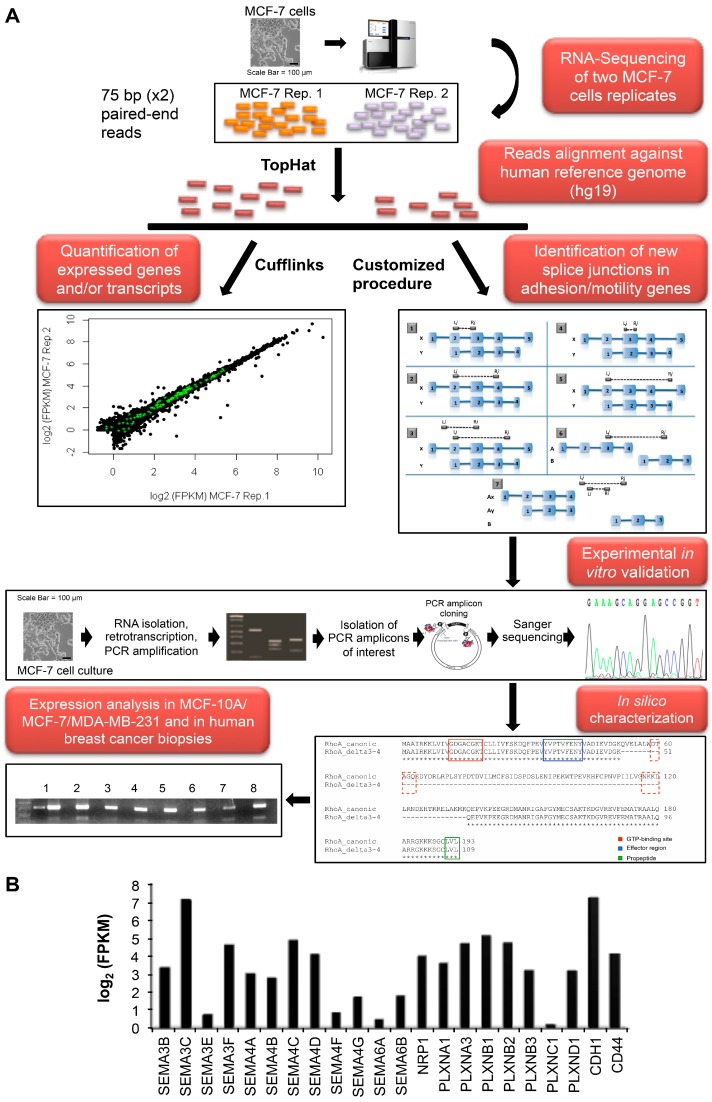
(**A**) Overview of RNA-Seq data processing and of the computational and experimental approach used for the identification and validation of the new spliced transcripts; (**B**) Barplot with log_2_ normalized expression values (FPKM) of semaphorin/Plexin/Neuropilin—and of the adhesion markers *CDH1* and *CD44*—according to RNA-Seq data.

**Table 1:** Summary of new validated transcripts and of their predicted proteins.

Gene Name	Positions	ID	Skipped Exons	ORF Change	Affected Domain(s)	Protein Length
*THBS1*	15q14	LN607833	10	Del	TSP1	1112
*LGALS1*	22q13.1	LN607840	3	Frameshift	β-galactoside binding	39
*RAP1GAP*	1p36.12	LN607839	24	Ins	*N*/*A*	821
*CD47*	3q13.12	LN680437	8–10	Frameshift	Cytoplasmic C-term	293
*RHOA*	3p21.31	LN607834	3–4	Del	GTP binding	109
*RHOD*	11q13.2	LN607835	4	Del	GTP binding	165
*CASK*	Xp11.4	LN607837	19–20	Del	Linker between PDZ and SH3	886
*CTTN*	11q13.3	LN607836	10–11	Del	Cortactin	476
*JAG2*	14q32.33	LN607838	24	Del	VWFC	1194
*SEMA3C*	7q21.11	LN626689	15	Frameshift	Type 1 Ig-like and R/K rich	514
*SEMA3F*	3p21.31	LN626688	16	Frameshift	Type 1 Ig-like and R/K rich	571
*PLXNB1*	3p21.31	LN626690	32	Frameshift	Cytoplasmic C-term	1876

ORF, Open Reading Frame; TSP1, Thrombospondin type 1; N/A, Not Applicable; GTP, Guanosine TriPhosphate; PDZ, Postsynaptic density 95, Disc large, Zonula occludens-1; SH3, SRC Homology 3; VWFC, Von Willebrand factor type C; R/K, Arginin/Lysine.

### 2.2. New Transcripts of Adhesion-Related Proteins

As above mentioned, using RNA-Seq data we selected 17 potentially new exon-skipping events in 14 adhesion/motility-related genes for the experimental validation. Specifically, through this analysis we selected four new transcripts of the adhesion-related genes *THBS1* (thrombospondin-1), *RAP1GAP* (RAP1 GTPase Activating Protein), *LGALS1* (galectin 1) and *CD47* (Cluster of Differentiation 47). All of them were experimentally confirmed in BC cell lines.

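Of the 12 genes of Table 1, 12 were expressed in MCF-7 cells, and *THBS1*, *LGALS1* and *CD47* were the 3 highest of them. *THBS1* was at 238 ± 40.7 FPKM (SD, n = 2), *LGALS1* at 236 ± 32.4 FPKM, *CD47*, the integrin-associated receptor of thrombospondin-1, at 206 ± 8.03 FPKM and *RAP1GAP* at 14.2 ± 0.724 FPKM. Together, the genes of Table 1 had a median log2(FPKM + 0.1) of 6.32. The study chose them by junctions found in these same libraries, so their level is not independent of that choice and no rank among random lists is given. The deposited values are per gene and hold no exon junctions, so the events were followed on the principal transcript of each gene in GENCODE v29 (GRCh38). In *THBS1*, on chromosome 15 of GRCh38, exon 10 of 22 spans 39588526 to 39588699 and holds 174 nt of coding sequence. This is a multiple of 3, and its skipping takes the predicted protein from 1170 to 1112 residues in the same frame. In *LGALS1*, on chromosome 22, exon 3 of 4 spans 37678483 to 37678654 and its 172 nt are not a multiple of 3. The frame shifts after residue 29, and 10 other residues follow before a stop in exon 4, for a protein of 39 residues in place of 135. In *RAP1GAP*, on chromosome 1, exon 24 of 25 spans 21597686 to 21597728 and holds 43 nt with the canonical stop codon. Without it, translation goes on to a stop in exon 25 and the protein grows by 94 residues, from 663 to 757. In *CD47*, on chromosome 3, exons 8 to 10 of 11 lie within 108049619 to 108051970 and add up to 90 nt, a multiple of 3, and the predicted protein has 293 residues in place of 323. None of the 4 new junctions occurs in a transcript of GENCODE v29.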

In detail, the new transcript (accession no. LN607840) encoding thrombospondin-1 (*THBS1*) lacks the exon 10 (Figure 2A) and it is predicted to encode a protein of 1112 amino acids. Thrombospondin-1 is a 1170 amino acids multi-domain protein that mediates cell-to-cell and cell-to-matrix interactions [14]. It is characterized by a von Willebrand Factor C domain, three TSP (Thrombospondin) type 1 domains, two EGF (Epidermal Growth Factor) like domains, five TSP type 3 domains and a heparin binding region. The newly identified isoform lacks two TSP type 1 domains and few residues of the EGF-like domain (Figure S4). No significant differences in its expression were measured among analyzed breast cell lines (Figure 2A).

Conversely, the new *RAP1GAP* isoform has significantly higher expression in MCF-7 than in normal cells (Figure 2B). Rap1GAP can inhibit cell proliferation and migration acting as a specific negative regulator of Rap1 [15]. The new transcript (accession no. LN607839) is generated by the skipping of exon 24—as predicted by RNA-Seq—which determines the canonical stop codon loss and the formation of a new one in the exon 25. This splicing event is predicted to produce a new protein of 821 residues, with additional 94 residues at the *C*-terminus (Figure S5). These residues are evolutionarily conserved, indicating a potential new function. However, the lack of protein structures in Protein Data Bank (PDB) database hampered any 3D prediction for this new domain.

We also identified a new transcript of galectin-1 (*LGALS1*), generated by the skipping of exon 3. The new transcript (accession no. LN607840) has a higher, though not significant, expression in MCF-7 cell line compared to MCF-10A cell line (Figure 2C). Galectin-1 is an evolutionarily conserved β-galactoside-binding lectin that regulates endothelial cell migration, proliferation, and adhesion [16]. The new transcript has a premature termination codon, and the predicted protein would lack 96 aa, corresponding to two β-galactoside binding regions (Figure S6). It suggests a potential new function for this novel galectin-1 alternative isoform.

Finally, RNA-Seq indicated a new *CD47* transcript (accession no. LN680437) generated by exons 8–10 skipping, expressed at higher but not significant levels in BC cell lines (Figure 2D and Figure S7). Notably, although this transcript is not annotated in public repositories, browsing the literature we found that Reinhold and colleagues [17] identified it in 1995. This isoform was not further analyzed.

**Figure 2:**
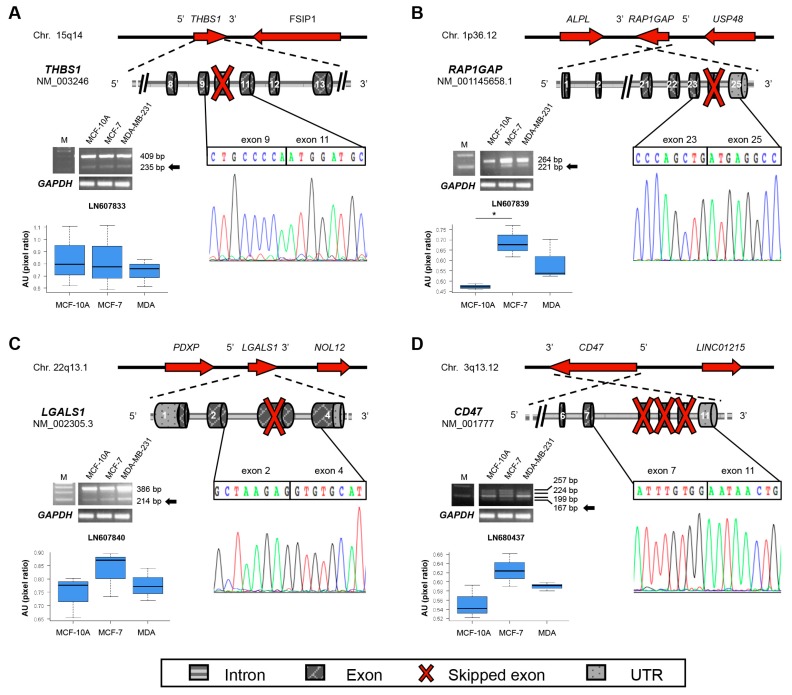
Schematic representation of *de novo* identified transcripts for adhesion-related genes and their differential expression by RT-PCR in breast cell lines (a representative image is shown for each gene). (**A**) *THBS1* new transcript; (**B**) *RAP1GAP* new transcript; (**C**) *LGALS1* new transcript; (**D**) *CD47* new transcript. For each new transcript, in the upper part is shown the genomic region encompassing the gene; red arrows indicate the direction of transcription. Below, the exon/intron structure of the gene is depicted. Red cross indicates the exons that are spliced out in the new transcript. The electropherogram and the nucleotide sequence above refer to the new splice junction identified. Images of PCR amplicons on agarose gel from three independent replicates experiments were acquired. For all panels, M is 100 bp DNA marker. The black arrows indicate the PCR band corresponding to the newly identified transcripts. Pixel density of each band (only for the newly identified mRNA isoforms) was quantified by ImageJ software and compared to the pixel density of the 100 bp DNA marker (at known concentration) to normalize data across replicates and cell lines. GAPDH gel bands are reported below to show that the starting amount of template was the same for all analyzed samples. Values are reported as AU = Arbitrary Units in the boxplots. Dark horizontal lines represent the mean, the box represents the 25th and 75th percentiles and the whiskers the 5th and 95th percentiles. Asterisks indicate significant *p* values (* *p* < 0.05).

### 2.3. New Transcripts of Motility-Related Proteins

Similarly to adhesion-related molecules, we identified—and experimentally validated—five new motility-related transcripts (Figure 3). They are all generated by exon skipping of modular exons.

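All 5 genes, *RHOA*, *RHOD*, *CASK*, *CTTN* and *JAG2*, were expressed in MCF-7 cells. *CTTN*, which encodes the actin-binding protein cortactin, was at 145 ± 10.6 FPKM (SD, n = 2) and *RHOA* at 133 ± 6.13 FPKM, followed by *RHOD* at 48.1 ± 9.33 FPKM and by *JAG2*, a Notch ligand, at 43.7 ± 5.86 FPKM. *CASK*, a scaffold kinase of cell junctions, was lowest at 10.4 ± 0.0533 FPKM. On the principal transcripts of GENCODE v29 (GRCh38), the skipped sequence is a multiple of 3 in *RHOA*, *RHOD*, *CASK* and *JAG2*, so the frame is kept. Exons 3 and 4 of *RHOA*, within 49362496 to 49368548 of chromosome 3, hold 252 nt, and the predicted protein falls from 193 to 109 residues. Exon 4 of *RHOD*, at 67070425 to 67070559 of chromosome 11, holds 135 nt, for 165 of 210 residues. Exons 19 and 20 of *CASK*, within 41555600 to 41557100 of chromosome X, hold 105 nt, for 886 of 921 residues. This junction is present in 2 transcripts of GENCODE v29, unlike those of the other 4 genes. Exon 24 of *JAG2*, at 105144930 to 105145061 of chromosome 14, holds 132 nt, for 1194 of 1238 residues. For *CTTN*, on chromosome 11, *CASK* and *JAG2*, the exons that carry these numbers, and so the outcome, depend on the transcript. Exons 10 and 11 of the principal *CTTN* transcript hold 167 nt, which is not a multiple of 3, and the protein would end after 231 of 513 residues. In another consensus coding transcript of *CTTN*, which encodes 550 residues, exons 10 and 11 hold 222 nt, the frame is kept and 476 residues remain. In other consensus coding transcripts of *CASK* and *JAG2*, examined after the data were seen, the same exon numbers fall at least partly on other exons. These are therefore not the same skipping events, and the skipped lengths are not multiples of 3. They give 233 and 313 nt and 609 and 589 residues for *CASK*, and 157 nt and 1278 residues for *JAG2*. For *RHOA*, another coding transcript keeps the frame and 103 of 187 residues.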

**Figure 3:**
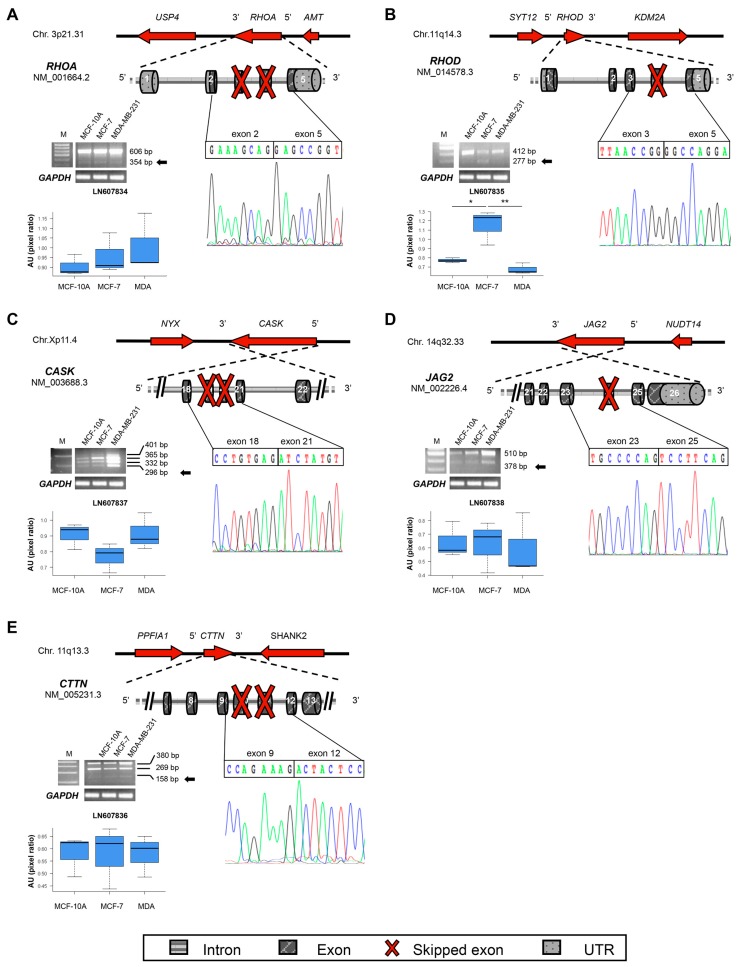
Schematic representation of *de novo* identified transcripts of motility-related genes and their expression by RT-PCR in breast cell lines (a representative image is shown for each gene). (**A**) *RHOA*; (**B**) *RHOD*; (**C**) *CASK*; (**D**) *JAG2*; (**E**) *CTTN* new transcripts. Details about the gel bands and their quantification are provided in Figure 2 legend. Asterisks indicate significant *p* values (* *p* < 0.05; ** *p* < 0.01).

In detail, we discovered two novel isoforms of *RHOA* (Ras homolog gene family, member A) and *RHOD* (Ras homolog gene family,member D). RhoA and RhoD are two small (~21 kD) GTPase proteins, characterized by three GTP binding domains. Rho GTPases are key operators in signaling transduction pathways that control cell behavior in response to signals from the extracellular environment [18]. Expression of the new *RHOA* transcript (accession no. LN607834) does not differ among breast cell lines (Figure 3A), while new *RHOD* mRNA (accession no. LN607835) has a significantly higher expression in MCF-7 compared to MCF-10A cell line (Figure 3B). They are predicted to encode novel proteins with potentially new functions. Indeed, if translated, the new *RHOA* transcript would encode a shorter protein of 109 aa that lacks two GTP binding sites (Figure S8). Likewise, the new RhoD isoform would consist of 165 amino acids, lacking a GTP binding site (Figure S9).

In addition, we identified a new transcript (accession no. LN607837) of the calcium/calmodulin-dependent serine protein kinase (*CASK*) gene generated by exon skipping of the exons 19 and 20 (Figure 3C). This new transcript has the highest expression in the most aggressive BC cells (Figure 3C). The calcium/calmodulin-dependent serine protein kinase belongs to the membrane-associated guanylate kinase protein family, whose members function as multiple domain adaptors originally identified at cell junctions and synapses [19]. The new predicted isoform would consist of 886 residues, lacking 35 aa of a linker region between PDZ and SH3 domain (Figure S10). Its potential translation into a new protein isoform is supported by the presence similar protein isoforms, currently annotated in the UniProt database.

A new transcript (accession no. LN607838) of jagged-2 (*JAG2*) gene, one of the ligands of Notch receptor, lacking exon 24 was also identified (Figure 3D). Although its expression is strongly upregulated at the hypoxic invasive front in breast cancers samples [20], we did not observe significant difference in the expression levels of the new *JAG2* transcript in BC cells *vs.* non-tumoral cell line (Figure 3D). The new predicted Jagged-2 protein misses few residues (984–994) that belong to Von Willebrand Factor C domain (Figure S11). However, the computational analysis did not predict any damaging effect on protein functionality.

Finally, we disclosed a new cortactin (*CTTN*) transcript, whose expression did not differ among analyzed cell lines (Figure 3E and Figure S12). Similarly to *CD47*, it is not annotated in public repositories, although van Rossum [21] described it in cell lines and human tissues. We did not further analyze this transcript.

### 2.4. New Semaphorins and Plexins Isoforms

All the exon skipping events identified by RNA-Seq in genes encoding semaphorins and their receptors lead to premature termination codon formation. 

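In each of *SEMA3C*, *SEMA3F* and *PLXNB1*, the skipped exon has a length that is not a multiple of 3, and the shifted frame meets a stop codon upstream of the canonical one. These lengths and frames come from the principal transcripts of GENCODE v29 (GRCh38), since the deposited values are per gene. In *SEMA3C* (ENSG00000075223), the most highly expressed member of its family in these cells, exon 15 of 18 spans 80758331 to 80758488 on chromosome 7 and holds 158 nt. The first 495 residues are kept, 19 others follow, and the stop falls in exon 16, which leaves 514 of 751 residues. In *PLXNB1*, exon 32 of 38 spans 48409905 to 48410077 on chromosome 3 and holds 173 nt. The first 1869 of 2135 residues are kept, 7 others follow, and a stop in exon 33 gives a protein of 1876 residues. *SEMA3F* shifts its frame in the same way. The new stop codon lies 139 nt upstream of the last exon junction of the messenger RNA in *SEMA3C*, 499 nt in *PLXNB1* and 73 nt in *SEMA3F*. None of the 3 new junctions occurs in a transcript of GENCODE v29.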

Exon/intron summary of the new transcripts and experimental results are schematized in Figure 4. The newly identified *SEMA3C* transcript (accession no. LN626689) misses the exon 15. This splicing event leads to the formation of a premature stop codon in the exon 16 (Figure 4A). The new predicted semaphorin 3C encoded by this transcript is 237 amino acids shorter than the canonical protein and misses the Ig-like C2 type and the R/K rich domains (Figure S13). However, it still retains its Sema domain that is necessary for the homodimerization. The new *SEMA3C* transcript has a significantly lower expression in triple negative BC cell line than in non-tumor breast cell line, as depicted in Figure 4A.

Conversely, the new transcript (accession no. LN626690) of plexin-B1 gene (*PLXNB1*) is highly expressed in BC cells, though differences compared to MCF-10A cell line are not significant (Figure 4B). Plexin-B1, the receptor for semaphorin 4D, is involved in axon guidance, invasive growth and cell migration through RhoA activation, with subsequent changes of the actin cytoskeleton [22]. Compared to the canonical protein, this new predicted isoform lacks 276 residues (position 1860–2135; Figure S14). However, no functional domains are affected, and we could not predict any function for this new plexin-B1 protein. Finally, a new transcript of *SEMA3F* gene, encoding semaphorin 3F protein, was discovered (Figure 5A), as discussed below.

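*SEMA3F* lies on chromosome 3 of GRCh38 from 50155129 to 50189075, on the plus strand, and its principal transcript in GENCODE v29 has 19 exons. Exon 16, at 50185889 to 50186046, is wholly coding and 158 nt long, the same as the difference between the canonical and new amplicons in Fig. 5A. Joining exon 15 to exon 17 gives the junction sequence ATCTCTTCTAAGAGGGCGGAGCCGCCGGCA, with 15 nt from each exon. The new reading frame keeps the first 529 residues, adds 42 others and ends in exon 18, for 571 residues in place of 785. The protein is thus 214 residues shorter, and the last 256 canonical residues are absent. In 2 other coding transcripts of *SEMA3F*, examined after the data were seen, the number 16 falls on another exon, of 68 nt. The FPKM of *SEMA3F* covers the gene as a whole, so the share of transcripts that skip exon 16 cannot be read from it.

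**Figure D3:**
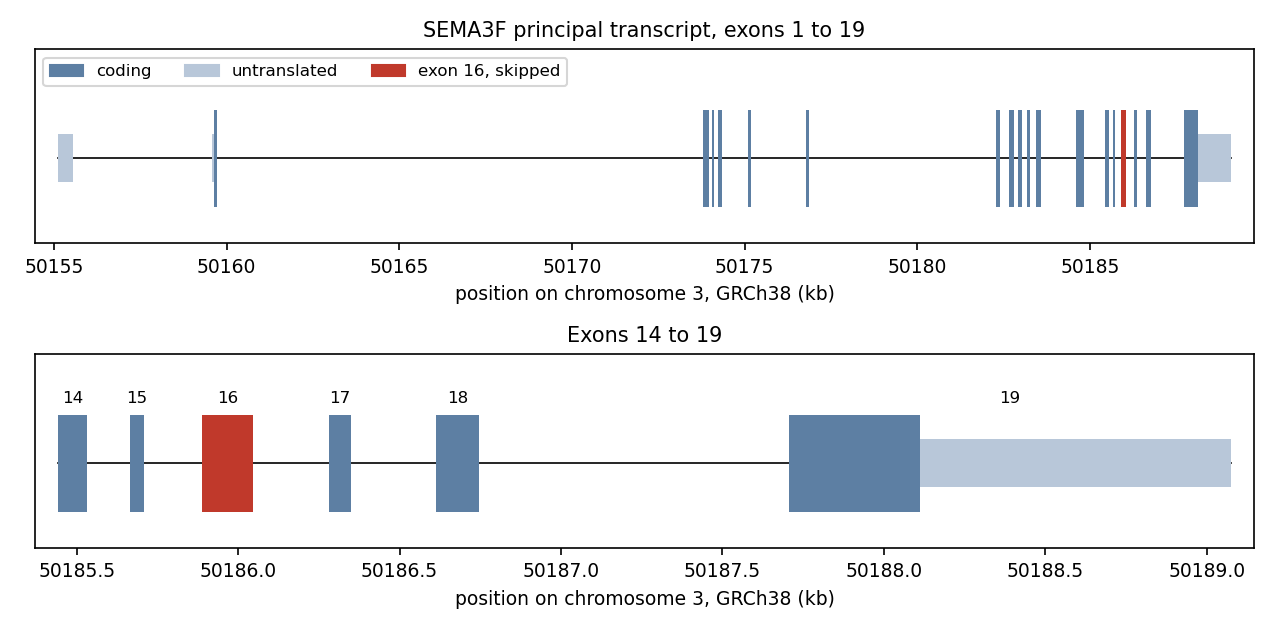
Exons of the principal *SEMA3F* transcript to scale along chromosome 3 of GRCh38, with all 19 exons above and exons 14 to 19 below. Tall boxes are coding, low pale boxes are untranslated and the line is intron, with the skipped exon 16 in red, a coding exon of 158 nt.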

**Figure 4:**
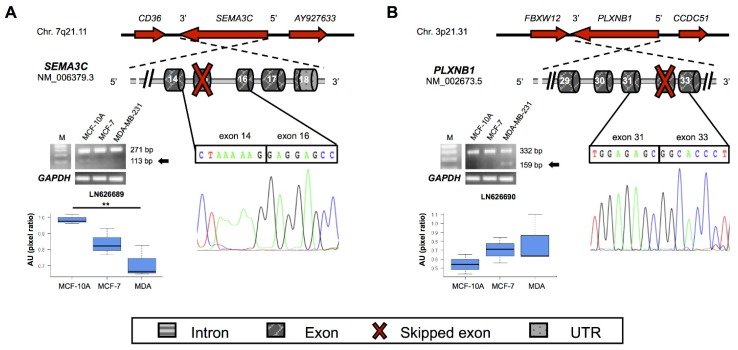
Schematic representation of *de novo* identified transcripts for (**A**) *SEMA3C* (**B**) *PLXNB1* genes. Nucleotide sequenceand their expression by RT-PCR in breast cell lines are also depicted. Details about the gel bands and their quantification are provided in Figure 2’s legend. Asterisks indicate significant *p* values (** *p* < 0.01).

### 2.5. A New Semaphorin 3F Isoform Expressed in Breast Cancer

Transcript-specific PCR assay and Sanger sequencing confirmed RNA-Seq data, *i.e.*, that the new transcript (accession no. LN626688) of *SEMA3F* gene is generated by exon 16 skipping. In addition, qRT-PCR analysis revealed both the canonical and the newly identified transcripts are down-modulated in the BC cells *vs.* non-tumoral cell line (Figure 5B). The expression of both *SEMA3F* transcripts was evaluated on a larger panel of human samples, revealing that these are not specifically expressed in breast tissues/cell lines (Figure S15).

In addition, the presence of two different immunoreactive bands of the expected sizes (about 89 and 72 kDa) in breast cell lines revealed that the new SEMA3F isoform is translated (Figure 5C). Protein densitometry confirmed the decreased expression of both SEMA3F isoforms in BC cell lines.

The new semaphorin 3F isoform shares residues 1–529 with the canonical protein and lacks 214 amino acids at the C-terminal (Figure 5D). However, as previously described for the sema 3C isoform, the newly identified sema 3F isoform lacks the Ig-like C2 type and the R/K rich domains, and still retains the Sema domain.

Subsequently, we evaluated by end-point PCR and Sanger sequencing the presence of all the newly transcripts in human breast cancer specimens (*n* = 18). We found that although all the previously described new transcripts are expressed in human BC cells lines, they have a variable expression (about 10%–15% of the samples) in BC biopsies (data not shown). Interestingly, only *SEMA3F* (both the new and the canonical transcripts) are expressed in all analyzed tumor biopsies (Figure 6A,B). Quantitative analysis revealed a very heterogeneous expression among tumor biopsies. We could not find any correlation between the expression of both the new and the annotated *SEMA3F* isoforms—and specific clinical characteristics of BC (*i.e.*, subtypes, tumor stage, hormone receptors’ positivity). Moreover, to assess whether an imbalance between the two isoforms may exist across BC subtypes, we measured the relative ratio between *SEMA3F* canonical and new transcripts (Figure 6C). Again, we could not find any significant correlation.

Such high variability was also confirmed by immunohistochemistry performed on the same biopsies (examples in Figure 6D). Overall, a quite good mRNA/protein correlation was observed for analyzed samples.

**Figure 5:**
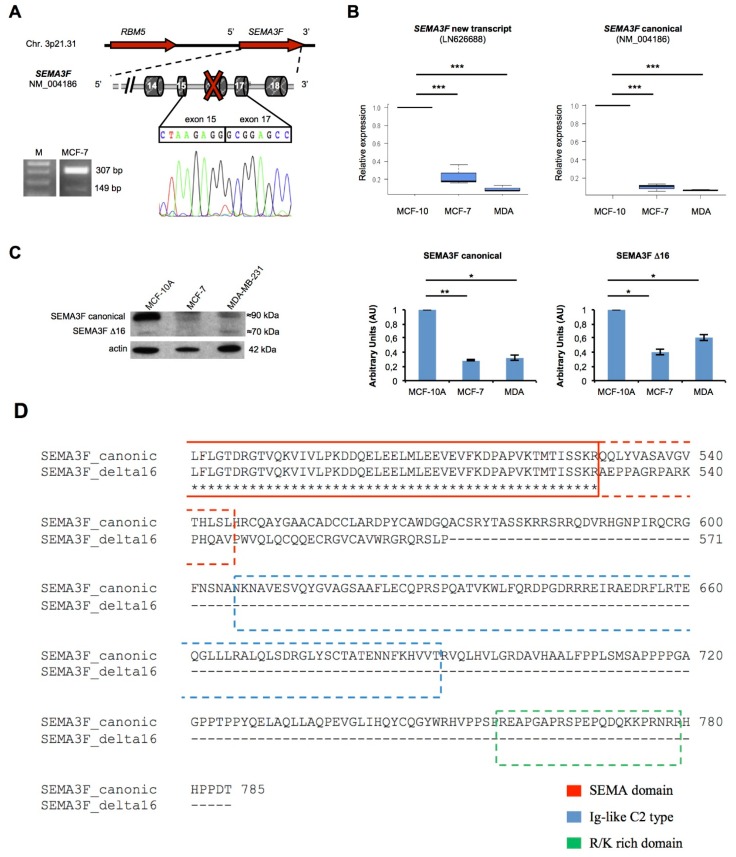
(**A**) Scheme of the new *SEMA3F* transcript and expression by RT-PCR on MCF-7 cell line, showing the canonical (307 bp) and the new alternative transcript (149 bp) of *SEMA3F*; M is 100 bp DNA marker; (**B**) Boxplots with the relative expression of both annotated and new *SEMA3F* transcript in breast cell lines measured with qRT-PCR (*n* = 3); (**C**) On the **left**, immunoreactive bands—corresponding to the canonical (about 90 kDa) and the new isoform (about 70 kDa) of semaphorin 3F—detected by Western Blot on whole breast cell lines lysates. On the **right**, the densitometry results (AU = Arbitrary Units) by ImageJ of the Western Blot bands, after normalization with actin, are shown as bar graphs (*n* = 2); (**D**) A detail of the protein alignment of the canonical and the new semaphorin 3F protein isoform is shown. The dashed boxes represent the functional domains that are deleted in the novel protein sequence. Asterisks indicate significant *p* values (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 6:**
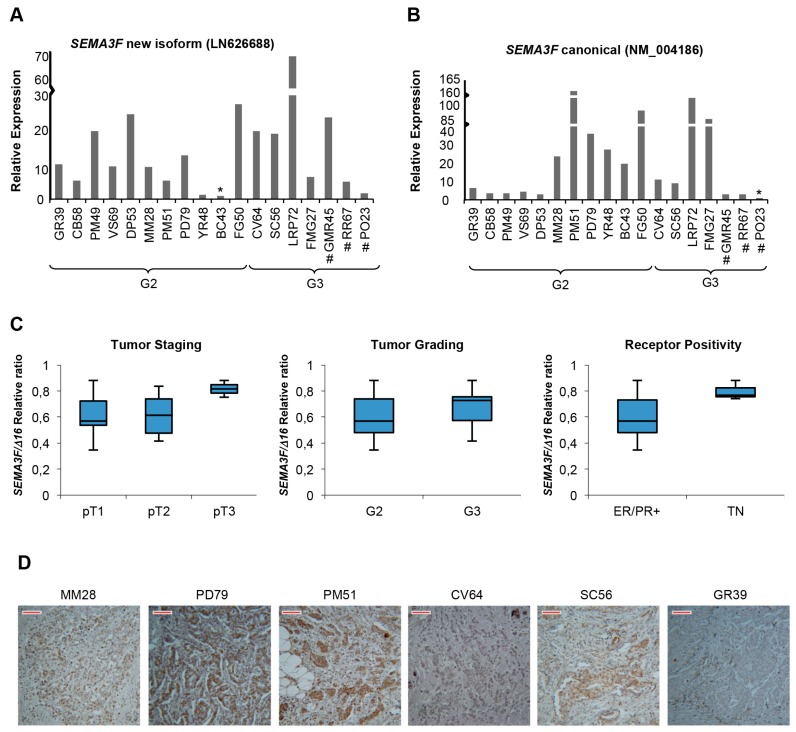
Semaphorin 3F expression in BC tumor biopsies (*n* = 18). (**A**,**B**) qRT-PCR analysis of the new (LN626688) and the annotated (NM_004186.3) *SEMA3F* transcripts, respectively. Samples have been ordered according to tumor grade (G2, G3); # indicates Triple Negative biopsies; asterisks (*) indicate the sample with the lowest absolute expression, used as reference; (**C**) Relative ratio of Δ*C*_t_ values between skipping and canonical mRNA isoforms of *SEMA3F* across breast cancer subtypes. TNM: pT1 (*n* = 7); pT2 (*n* = 9); pT3 (*n* = 2). Tumor grade: G2 (*n* = 11); G3 (*n* = 7). ER^+^/PR^+^ (*n* = 15); TN (triple negative samples) (*n* = 3); (**D**) Six representative images by immunohistochemistry assay on FFPE slices from breast cancer specimens are shown; N-terminal anti-Sema3F (that recognizes both the canonical and the new splicing variant) primary antibody was used. Scale Bar (in red) value = 33.76 µm.

## 3. Discussion

Solid tumors, including breast cancer, evolve toward metastatic spread of invasive cells [1]. Other than DNA mutations/rearrangements, AS can exert an oncogenic activity [23]. However, the impact of splicing in cancer is still underestimated. RNA-Sequencing is a powerful application of NGS that allows exploring cancer-related or -specific changes in gene expression and splicing patterns [7,24]. Splicing events occurring specifically or predominantly in cancer have been reported to have diagnostic/prognostic implications [25]. As the alteration of cell adhesion/motility is a hallmark of the metastatic process [4], we employed RNA-Seq to simultaneously investigate expression and alternative splicing in adhesion/motility-related genes in a specific estrogen-sensitive BC cells. Noteworthy, 12 new adhesion/motility-related and semaphorins/plexins transcripts were identified and experimentally validated. Computational predictions indicated that some of them (*THBS1*, *RHOA*, *RHOD*, *CASK*) encode proteins that lack important functional domains (description in Supplementary File and Figures S4–S14). However, the most relevant findings concerned the semaphorins/plexins axis. For instance, we found higher expression of the new transcript encoding plexin-B1 in triple negative metastatic BC cells *vs*. MCF-10 and MCF-7, suggesting a possible link with the metastatic phenotype (Figure 1C). Indeed, this protein is involved—through RhoA activation—in invasive growth and cell migration [22]. It can elicit multiple intracellular signals interacting with several cytoplasmic ligands and membrane tyrosin-kinase receptors, including MET, RHOD, NRP1 and NRP2. Mutagenesis in the cytoplasmic tail causes the loss of cytoskeleton remodeling in response to semaphorin 4D binding (UniProt). Notably, the new predicted plexin-B1 protein lacks 276 residues of the cytoplasmic tail. Therefore, it may lose the ability to interact with cytoplasmic effectors, possibly affecting microtubule remodeling and motility. However, this new transcript was expressed in less than 10% of BC tumor specimens. Further studies will help to clarify the real contribution—if any—of this new transcript in BC pathogenesis. Conversely, the new transcript of semaphorin 3F and also the canonical *SEMA3F* transcript are expressed in all BC biopsies. Immunohistochemistry revealed also its expression at the protein level. However, although we have detected an immunoreactive band corresponding to the expected size of the new SEMA3F protein isoform, we cannot exclude that—at least in part—the new isoform may be targeted by non sense-mediated decay (NMD), as the exon skipping causes the formation of a PTC located >50 nt upstream the last exon–exon junction of SEMA3F pre-mRNA.

Semaphorins, particularly classes 3 and 4, are involved in cancer progression [26,27], although conflicting results are reported [28]. Semaphorin 3F acts as an oncosuppressor, mainly through its anti-angiogenic properties [29] and the chemorepulsive action toward immune system cells [13]. Concordantly, it is down-regulated in many cancer types [30,31]. We experimentally confirmed that the new transcript identified by RNA-Seq encodes a new shorter semaphorin 3F isoform (Figure 5C). Sequence-based *in silico* analysis predicts it does not interact with neuropilins, but still retains the ability to form functional homodimers. These data suggest a potential dominant negative activity toward the canonical receptor. Further studies are needed to verify this hypothesis. Notably, we could not find any correlation between the expression of new SEMA3F isoform and tumor sbtype, stage and/or positivity to ER or PR. We are aware that the lack of correlation may be possibly due to the small number of analyzed samples.

Despite some of the newly discovered transcripts for adhesion/motility-related genes have low expression in tumor biopsies or they are expressed only in a small fraction of them, our results indicate that (1) genes relevant for cancer invasiveness are prone to alternative splicing; (2) these new transcripts may potentially encode proteins that lack functional domains and (3) gene annotations are still incomplete and need to be updated. Of note, our study did not reveal the presence of BC-specific isoforms. However, we cannot exclude that these isoforms undergo cancer-specific post-translational modifications or that they may define new protein–protein interactions networks, with a distinct role in BC cells, or that their presence in BC cells may confer selective advantage. BC cells are the central node of the tumor microenvironment, mainly constituted by tumor associated adipocytes and fibroblasts [32]. Chronic inflammatory milieu sustained by adipocyte-released factors is highly permissive for BC cells’ proliferation and metastasis. Again, we cannot exclude that rapidly growing BC cells—in the presence of alternative isoforms of cell–cell or cell–matrix interacting proteins—may differently communicate with surrounding cells, thus developing a more aggressive behavior. Functional studies will clarify the contribution of these new isoforms to the tumor microenvironment.

## 4. Experimental Section

### 4.1. Cell Lines and Tissue Samples

MCF-7 and MDA-MB-231 human BC cell lines were cultured, and BC specimen (*n* = 18) were collected, as described in a previous study [5], and the Research Project was approved (22 November 2010) by the Central Ethic Committee (CEC) at “Salvatore Maugeri” Foundation. All patients signed informed consent. Molecular subtypes and clinical data are reported in Table S1.

### 4.2. RNA Isolation and RNA-Sequencing

cDNA of human heart, liver, thyroid, monocytes, colon, kidney, adipocytes, EPC (endothelial progenitor cells), SVF (stromal vascular fraction cells), HEK293 and Jurkat cell lines was available in our laboratory. RNA from MCF-7 and MDA-MB-231 cell lines was isolated using TRIzol (Invitrogen, Carlsbad, CA, USA) according to manufacturer's instructions. MCF-10A RNA was kindly provided by Carmen Valente (IBP-CNR, Naples, Italy). Integrity was assessed by Experion (RNA StdSens Chip, Bio-Rad, Hercules, CA, USA). Total RNA was reverse transcribed using SuperScriptTM II Reverse transcriptase (Invitrogen) according to manufacturer’s protocol. cDNA libraries were prepared using TruSeqTM RNA Sample Preparation kit (Illumina, San Diego, CA, USA) as described elsewhere [33]. Paired-end reads were sequenced on Illumina HiSeq2000 platform. Mapping was performed using TopHat v2.0 (Figure S2). Gene expression and alternative splicing were analyzed using Cufflinks v2.1.1 [34] and our recently published pipeline [7]. The raw RNA-Seq data from this study are deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE68228.

### 4.3. In Silico Analysis

List of genes encoding cell-adhesion, -matrix and -motility genes were selected using the “Advanced search tool” of the GeneCards database (http://www.genecards.org; release October 2013). In detail, we specifically searched the terms “cell-adhesion”, “matrix” and “motility” to retrieve genes from literature and the major bioinformatics databases (as NCBI, Ensembl, SwissProt). New transcripts were identified by the procedure described in [9]. RNA-Seq results were inspected on UCSC Genome Browser (http://genome.ucsc.edu/cgi-bin/hgGateway). BLAT algorithm at UCSC was used for PCR products. ApE (http://biologylabs.utah.edu/jorgensen/wayned/ape/) was used to analyze electropherograms and to assess the presence of ORFs. Multiple sequence alignments were performed by ClustalW.

### 4.4. RT-PCR, Cloning and Sequencing

Semiquantitative RT-PCR assays using different PCR amplification cycles (25, 30, 35, 40) and different amount of starting cDNA templates have been performed to setup the experimental conditions for each primer pair (designed using Oligo 4.0 and listed in Table S2). Such approach was used to carry out a single end-point PCR assay per primer pair to simultaneously detect both the new splicing event and the canonical one.

End-point PCR assays with specific primer pairs were performed using MyTaq DNA Polymerase (Bioline, London, UK). PCR products for the characterization of the alternative splicing event were cloned into TopoVector II (Invitrogen), according to manufacturer’s instructions. Positive clones were sequenced by direct Sanger sequencing.

### 4.5. qRT PCR

qRT PCR was performed using iCycler iQ System (Bio-Rad, Hercules, CA, USA) and SYBR Green Supermix (Bio-Rad) according to manufacturer’s protocol. PPIA gene was used as reference. Samples were run in duplicates. Relative gene expression was measured using 2^−ΔΔ*C*t^ method. For BC tumor biopsies, the sample with the lowest expression was used as reference. Moreover, Δ*C*_t_ values of SEMA3F canonical and new transcript were used to calculate their relative ratio in each biopsy. Primers are listed in Table S2.

### 4.6. Western Blot and Immunohistochemistry

MCF-7 cells were washed with PBS, lysed on ice in NP-40 lysis buffer (0.5% NP-40, 120 mM NaCl, 50 mM Tris-HCl pH 8.0, 10 mM NaF, 1 mM Na_3_VO_4_, complete protease inhibitor cocktail) and centrifuged at 2500× *g* for 15 min at 4 °C. Cell culture supernatant was collected and centrifuged at 1500× *g* for 5 min. Protein preparation was performed as described in [5]. N-terminal anti-sema3F primary antibody (AB5471P, rabbit polyclonal, Merck Millipore, Billerica, MA, USA) was used. For total protein normalization, we used anti-actin primary antibody (A2066, rabbit polyclonal, Sigma-Aldrich, Saint Louis, MO, USA). FFPE slices from each cancer sample along with control were processed for sema3F staining (SAB2700501, rabbit polyclonal, Sigma-Aldrich). Epitope retrieval was performed in pre-warmed TE buffer, pH 9 (Dako, Glostrup, Denmark) for 40 s at 98 °C. Incubation with anti-sema3F was carried out at room temperature for 30 s. Antigen detection was performed using LSAB-Plus/HRP kit (Dako). Nuclei were counterstained with haematoxylin. Analysis was carried out with a DM1000 Microscope (Leica, Wetzlar, Germany ) equipped with LAS Software (Leica) for images capture. Semaphorin 3F localization was evaluated as percentage of positive cells (Low <10%, Moderate 10%–50%, High >50%). Example images (fifty randomly selected regions) are displayed at 200× magnification.

### 4.7. Statistics

PCR amplicons from semi-quantitative RT-PCR were run on 1%–2% agarose gels. For each newly identified isoform, PCR bands were quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA). In particular, pixel density of each PCR gel band has been compared to pixel density of a DNA marker of known concentration (Low Ranger 100 bp DNA Ladder, Norgen, Thorold, ON, Canada) to normalize data across replicates and cell lines. Pixel ratio (or Arbitrary Unit) were plotted in boxplots. Data was analyzed by one-way analysis of variance (ANOVA) using the open statistical computing language R. In every ANOVA, Tukey’s Honestly Significant Difference pair-wise comparison test was used as *post*-*hoc* test for multiple comparison. *p*-values of less than 0.05 were considered to be significant. Paired *t* test was used to analyze Western blot quantification data.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/17/1/121/s1.

## References

[1] Ferlay J., Soerjomataram I., Ervik M., Dikshit R., Eser S., Mathers C., Rebelo M., Parkin D.M., Forman D., Bray F. GLOBOCAN 2012: Estimated Cancer Incidence, Mortality and Prevalence Worldwide in 2012. http://globocan.iarc.fr.

[2] Assinder S.J., Au E., Dong Q., Winnick C. (2010). A novel splice variant of the β-tropomyosin (*TPM2*) gene in prostate cancer. Mol. Carcinog..

[3] Valastyan S., Weinberg R.A. (2011). Tumor metastasis: Molecular insights and evolving paradigms. Cell.

[4] Palmer T.D., Ashby W.J., Lewis J.D., Zijlstra A. (2011). Targeting tumor cell motility to prevent metastasis. Adv. Drug Deliv. Rev..

[5] D’Apice L., Costa V., Valente C., Trovato M., Pagani A., Manera S., Regolo L., Zambelli A., Ciccodicola A., de Berardinis P. (2013). Analysis of *SEMA6B* gene expression in breast cancer: Identification of a new isoform. Biochim. Biophys. Acta.

[6] Pal S., Gupta R., Davuluri R.V. (2012). Alternative transcription and alternative splicing in cancer. Pharmacol. Ther..

[7] Eswaran J., Horvath A., Godbole S., Reddy S.D., Mudvari P., Ohshiro K., Cyanam D., Nair S., Fuqua S.A., Polyak K. (2013). RNA sequencing of cancer reveals novel splicing alterations. Sci. Rep..

[8] Liu J., Lee W., Jiang Z., Chen Z., Jhunjhunwala S., Haverty P.M., Gnad F., Guan Y., Gilbert H.N., Stinson J. (2012). Genome and transcriptome sequencing of lung cancers reveal diverse mutational and splicing events. Genome Res..

[9] Scarpato M., Esposito R., Evangelista D., Aprile M., Ambrosio M.R., Angelini C., Ciccodicola A., Costa V. (2014). AnaLysis of Expression on human chromosome 21, ALE-HSA21: A pilot integrated web resource. Database (Oxford).

[10] Chekhun S., Bezdenezhnykh N., Shvets J., Lukianova N. (2013). Expression of biomarkers related to cell adhesion, metastasis and invasion of breast cancer cell lines of different molecular subtype. Exp. Oncol..

[11] Worzfeld T., Swiercz J., Looso M., Straub B.K., Sivaraj K.K., Offermanns S. (2012). ErbB-2 signals through Plexin-B1 to promote breast cancer metastasis. J. Clin. Investig..

[12] Miyato H., Tsuno N.H., Kitayama J. (2012). Semaphorin 3C is involved in the progression of gastric cancer. Cancer Sci..

[13] Mendes-da-Cruz D.A., Brignier A.C., Asnafi V., Baleydier F., Messias C.V., Lepelletier Y., Bedjaoui N., Renand A., Smaniotto S., Canioni D. (2014). Semaphorin SEMA3F and Neuropilin-2 control the migration of human T-cell precursors. PLoS ONE.

[14] Goldblum S.E., Young B.A., Wang P., Murphy-Ullrich J.E. (1999). Thrombospondin-1 induces tyrosine phosphorylation of adherens junction proteins and regulates an endothelial paracellular pathway. Mol. Biol. Cell.

[15] Zheng H., Gao L., Feng Y., Yuan L., Zhao H., Cornelius L.A. (2009). Down-regulation of Rap1GAP via promoter hypermethylation promotes melanoma cell proliferation, survival, and migration. Cancer Res..

[16] Elola M.T., Wolfenstein-Todel C., Troncoso M.F., Vasta G.R., Rabinovich G.A. (2007). Galectins: Matricellular glycan-binding proteins linking cell adhesion, migration, and survival. Cell. Mol. Life Sci..

[17] Reinhold M.I., Lindberg F.P., Plas D., Reynolds S., Peters M.G., Brown E.J. (1995). *In vivo* expression of alternatively spliced forms of integrin-associated protein (CD47). J. Cell Sci..

[18] Sadok A., Marshall C. (2014). Rho GTPases: Masters of cell migration. Small GTPases.

[19] Hsueh Y. (2009). Calcium/calmodulin-dependent serine protein kinase and mental retardation. Ann. Neurol..

[20] Xing F., Okuda H., Watabe M., Kobayashi A., Pai S.K., Liu W., Pandey P.R., Fukuda K., Hirota S., Sugai T. (2011). Hypoxia-induced Jagged2 promotes breast cancer metastasis and self-renewal of cancer stem-like cells. Oncogene.

[21] Van Rossum A.G., de Graaf J.H., Schuuring-Scholtes E., Kluin P.M., Fan Y.X., Zhan X., Moolenaar W.H., Schuuring E. (2003). Alternative splicing of the actin binding domain of human cortactin affects cell migration. J. Biol. Chem..

[22] Ch’ng E.S., Kumanogoh A. (2010). Roles of Sema4D and Plexin-B1 in tumor progression. Mol. Cancer.

[23] David C.J., Manley J.L. (2010). Alternative pre-mRNA splicing regulation in cancer: Pathways and programs unhinged. Genes Dev..

[24] Wu Y., Wang X., Wu F., Huang R., Xue F., Liang G., Tao M., Cai P., Huang Y. (2012). Transcriptome profiling of the cancer, adjacent non-tumor and distant normal tissues from a colorectal cancer patient by deep sequencing. PLoS ONE.

[25] Thorsen K., Sorensen K.D., Brems-Eskildsen A.S., Modin C., Gaustadnes M., Hein A.M., Kruhøffer M., Laurberg S., Borre M., Wang K. (2008). Alternative splicing in colon, bladder, and prostate cancer identified by exon array analysis. Mol. Cell. Proteom..

[26] Sakurai A., Doci C.L., Gutkind J.S. (2012). Semaphorins signaling in angiogenesis, lymphangiogenesis and cancer. Cell Res..

[27] Tamagnone L. (2012). Emerging role of Semaphorins as major regulatory signals and potential therapeutic targets in cancer. Cancer Cell.

[28] Swiercz J., Worzfeld T., Offermans S. (2007). ErbB-2 and met reciprocally regulate cellular signaling via plexin-B1. J. Biol. Chem..

[29] Parker M.W., Hellman L.M., Xu P., Fried M.G., Vander Kooi C.W. (2010). Furin processing of Semaphorin3F determines its anti-angiogenic activity by regulating direct binding and competition for neuropilin. Biochemistry.

[30] Doçi C.L., Mikelis C.M., Lionakis M.S., Molinolo A.A., Gutkind J.S. (2015). Genetic identification of SEMA3F as an antilymphangiogenic metastasis suppressor gene in head and neck squamous carcinoma. Cancer Res..

[31] Xiong G., Wang C., Evers B.M., Zhou B.P., Xu R. (2012). RORα suppresses breast tumor invasion by inducing SEMA3F expression. Cancer Res..

[32] Quail D.F., Joyce J.A. (2013). Microenvironmental regulation of tumor progression and metastasis. Nat. Med..

[33] Costa V., Esposito R., Ziviello C., Sepe R., Bim L.V., Cacciola N.A., Decaussin-Petrucci M., Pallante P., Fusco A., Ciccodicola A. (2015). New somatic mutations and WNK1-B4GALNT3 gene fusion in papillary thyroid carcinoma. Oncotarget.

[34] Trapnell C., Roberts A., Goff L., Pertea G., Kim D., Kelley D.R., Pimentel H., Salzberg S.L., Rinn J.L., Pachter L. (2012). Differential gene and transcript expression analysis of RNA-Seq experiments with TopHat and Cufflinks. Nat. Protoc..

How the deposited data were processed for this re-analysis (not part of the article)

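RNA-Seq of MCF-7 cells in 2 replicates of 1 condition was examined through the gene-level table deposited by the authors. According to the submitters' notes and the paper, the authors made libraries from poly(A) RNA with the TruSeq RNA kit, sequenced them as paired reads of 75 bp on a HiSeq2000, mapped the reads to hg19 with TopHat2 2.0.10 and computed the FPKM of each gene with Cufflinks 2.1.1, as deposited. The strand setting, the release of the gene annotation and any scaling between the libraries are not given in the sources used. The table holds 56570 Ensembl identifiers under 51674 symbols, with FPKM, lower and upper confidence bounds and a status for each replicate. The FPKM values sum to 791591 in replicate 1 and 777014 in replicate 2, and 29584 identifiers (52.3%) are at 0 in both. The region given for an identifier is the stretch of hg19 that Cufflinks handled together, and 57.8% of identifiers share theirs with other genes.

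Depth per library is not in the table, and FPKM are not counts, so no intervals from counting and no count model were used, and the bounds printed are Cufflinks' own. The relative depth of the replicates was read from the 4585 genes above 0 and below 0.3 FPKM in both, as the fullest peak of their log2 ratio (952 genes). The FPKM of 228 identifiers lay outside their own bounds in at least one replicate.

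Values are given as the mean and SD of the 2 replicates, or per replicate. A gene was taken as expressed at an FPKM of at least 1 in both replicates. For a symbol with several identifiers the one of highest mean FPKM was used. Log2 levels of single genes had no pseudocount, and medians of lists and the relation between replicates used log2(FPKM + 0.1). A gene was counted as differing between the replicates when it had at least 1 FPKM in one of them and a log2 difference over 1. The 22 gene lists and the rule for named genes were fixed before the data were examined. Each median was ranked among 10000 random lists of the same size, except that no rank is given for the genes of Table 1, which the study chose from these libraries. Draws from all genes include the many listed at 0 in both replicates, which raises ranks. Draws from genes above 0 in at least one replicate leave those out while the lists keep theirs, which lowers ranks. Neither draw was limited to protein-coding genes. The lists are semaphorins, plexins, neuropilins, their co-receptors, the genes of Table 1, epithelial, mesenchymal, luminal, basal and stem cell markers, integrins, cadherins, claudins, Rho GTPases, Notch genes, matrix metalloproteinases, splicing regulators, markers of fibroblasts, immune cells, endothelium and adipocytes, and reference genes. The rule took the genes the paper names in its results, the 4 highest and 2 lowest members of each list (every member of lists of up to 9 genes), the 10 genes of highest mean FPKM and the 10 with the largest difference between replicates. Not every gene the rule took is named, and which of them to leave out, among them reference genes, markers of adipocytes and endothelium and some of the highest genes, was chosen after the values were seen. Genes outside this rule that are named are *ESR1*, *PGR*, *ZEB1*, *ZEB2*, *SNAI1*, *SNAI2*, *TWIST1*, *ESRP1*, *ESRP2*, *SEMA3D*, *SEMA3G*, *SEMA6C*, *SEMA7A*, *COL1A2*, *DCN*, *FAS*, *FSIP1*, *B3GNT8*, *PIGY*, *DNAJC25-GNG10*, *NDUFA7* and *CD24P4*, chosen after their values were seen. Values of the paper's Fig. 1B had been seen when the rule was written.

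Exon lengths, reading frames and junctions came from the principal transcripts of GENCODE v29 (GRCh38), with the exons numbered as in Table 1. No coordinates were converted between hg19 and GRCh38, and 88.8% of the table's identifiers occur in GENCODE v29, which gave gene types and lengths. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and Biopython 1.88. On simulated data with 13444 genes, 200 of 200 genes changed 4-fold were recovered and 0 unchanged genes were called. In a separate simulation, of genes with invented lengths and fragment counts, a depth ratio of 1.3 was recovered as 1.3. The 13444 genes of the first simulation took their levels from genes at 1 FPKM or more in both replicates. Their noise was set below the spread of the real replicates over those genes (SD of the log2 ratio 0.269). Both simulations therefore check the code only, and not the differences counted between the replicates or their relative depth.

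Alternatives were other thresholds (0.1, 0.5, 2 and 5 FPKM), other ways of joining the replicates, the deposited lower bound, summing identifiers of a symbol, other pseudocounts, rescaling, other filters on low values, other random lists, leaving out each replicate, and, chosen after the data were seen, protein-coding genes, genes of at least 200 nt and other consensus coding transcripts. Read-level steps such as the search for new junctions, and the RT-PCR, Western blot and biopsy experiments, have no data in the table and were left out. The paper's list of adhesion and motility genes and its supplementary figures were not used.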

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

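All tests reported in this part were chosen after the result was seen, except the one on overlapping genes for the differences between replicates and the one on windows of *CD24*. The data hold 1 condition, so no biological explanation was tested.

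Some genes for which the paper's text and Fig. 1B give no level were above 0, and its supplementary figures were not used. Among semaphorins, plexins and neuropilins outside Fig. 1B, 7 of 11 had lower bounds above 0 in both replicates, at mean FPKM of 0.787 for *SEMA3G*, 0.695 for *SEMA6C*, 0.453 for *SEMA7A*, 0.408 for *PLXNA2* (0.574 and 0.241 in replicates 1 and 2), 0.381 for *NRP2*, 0.278 for *PLXNA4* and 0.128 for *SEMA3D*. None of these reached 1 FPKM in both replicates. Of the markers of other states or cell types, those at 5 FPKM or more in both replicates were *CDH3* of the basal list at a mean of 29.3 FPKM, *ACTA2* at 17.4 and *S100A4* at 8.76 of the mesenchymal list, and *COL1A1* of the fibroblast list at 15.1.

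*COL1A1*, *ACTA2*, *VIM* and *FN1* are abundant in fibroblasts, and they were above 1 FPKM while most mesenchymal markers were not. RNA of fibroblasts would also bring their other abundant transcripts, but *COL1A2*, *COL3A1* and *DCN* were at 0.307%, 0.407% and 0.312% of the level of *COL1A1*, which argues against it. Fragments of overlapping genes are argued against for *COL1A1*, *VIM* and *FN1*, since 0 of these 3 lie in a region with another gene of at least 1 FPKM. For *ACTA2* this stays open, because *FAS* in the same region was at a mean of 11.9 FPKM, below *ACTA2* but not negligible beside it. Whether MCF-7 cells themselves express these genes at this level was not tested.

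Of 14416 genes at 1 FPKM or more in at least one replicate, 523 differed by more than a log2 difference of 1, 275 higher and 248 lower in replicate 2. Short length is a candidate explanation, since 82.8% of 215 genes under 200 nt differed against 1.81% of 13768 longer genes, a ratio of 45.8. Whether it acts through few fragments per gene, as the explanation was framed, cannot be told, because the values are not counts. Lengths, from GENCODE v29 or otherwise from the region of a gene alone in it, were available for 81.6% of the differing genes, and 249 genes of at least 200 nt differed too, so short length does not account for all of them. Fragments shared between overlapping genes cannot be told apart from other sources, because 70.9% of differing and 68.4% of other genes lay in a region with other genes, 2.58 points apart, between the limits set for either outcome.

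*CD24* has no identifier in the table, while its pseudogene *CD24P4* was at 92.7 and 74.5 FPKM in the replicates. Fragments of *CD24* placed on *CD24P4* are a candidate explanation, since 100% of the 75-nt windows of the annotated *CD24P4* occur in *CD24* with at most 2 mismatches. The test set before the data were examined asked instead for the share of *CD24* windows found in *CD24P4*, which was 6.93% of 2439. Its lower limit of 10% was wrong, because the annotated pseudogene is so short that 6.93% is the most it can hold, so that test decides nothing. The region of *CD24P4* lies on chromosome Y of hg19. Whether the pseudogene itself is expressed was not tested, and no level of *CD24* follows from values per gene.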

How the results depend on the processing

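The alternatives that take only protein-coding genes, only genes of at least 200 nt or another coding transcript were chosen after the data were seen. No ratio of *CDH1* to *VIM* and no difference between epithelial and mesenchymal markers changed its sign under the alternatives run. The number of expressed semaphorins, plexins and neuropilins was 27, 22, 16 and 14 at thresholds of 0.1, 0.5, 2 and 5 FPKM, and all expressed genes ranged from 9997 to 18521. Of the 22 lists, the number of expressed members moved by more than 1.5 times in 8 at 0.1 FPKM, 3 at 2, 6 at 5 and 6 with the lower bound above 0, and in 0 with either replicate left out. The median log2 FPKM of the genes of Fig. 1B was 3.52, and 3.87 with FPKM rescaled to an equal sum, by construction a shift of all genes. Of 32 single gene levels, 27 moved by more than their SD on rescaling (median log2 shift 0.35), 13 with a pseudocount of 1 and 1 with 0.1. A pseudocount of 1 lowered the log2 ratio of *CDH1* to *VIM* from 5.12 to 4.84 and the difference between epithelial and mesenchymal medians from 8.35 to 6.25, since it raises low values most. With one replicate left out that difference was 8.41 to 8.45. No ratio of *CDH1* to *CDH2* could be formed, as *CDH2* is listed at 0. Pearson's r between replicates, 0.851 with 523 differing genes, was 0.910 with 336 differing genes at a pseudocount of 1, 0.973 with 3070 with no filter, 0.991 with 89 at 1 FPKM or more in both, 0.715 with 214 at 5 or more in at least one, 0.990 with 86 over protein-coding genes and 0.982 with 231 over genes of at least 200 nt with a length in GENCODE v29, and the cause of these shifts was not tested beyond the tests of gene length and of overlapping genes. Genes whose skipped length is a multiple of 3 were 6 of 12 on principal transcripts. They were 4 with the longest other coding transcript under the same exon numbers. This fall came from *CASK* and *JAG2*, where those numbers fall at least partly on other exons. *CTTN* counts as not a multiple of 3 in both, though the coding transcript that gives the paper's 476 residues skips 222 nt. Depth, which the deposited values do not give, limits genes near 0 most. No paired analysis was possible because there is 1 condition.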

Differences from the paper's values

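The length of the predicted new protein of *CTTN* differed. The paper's value is 476 residues, and skipping exons 10 and 11 of the principal transcript gave 231. No alternative set before the data were examined concerned the transcript. Another consensus coding transcript, whose canonical protein has 550 residues, gave 476, and one with a canonical protein of 634 residues gave 231, both chosen after seeing the values. For 10 of the 12 genes of Table 1 the length on the principal transcript matched the paper's.

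The paper gives the new *RAP1GAP* protein 821 residues, more than the 757 found here, though the 94 added residues match. Neither of 2 other coding transcripts, chosen after seeing the values, gives the same event with a complete protein. One skips the same 43 nt and has a canonical protein of 727 residues, so its starting length differs from that of the principal transcript. Its new frame of 810 residues runs to the end of the annotated transcript with no stop codon, 85 residues after the 725 shared ones. On the principal transcript the same junction sequence is followed by 96 such residues before the stop. If this transcript extended as far, its protein would reach the paper's 821 residues. In the other the number 24 falls on another exon, of 103 nt, and gives 755 residues. The paper's Table 1 lists the *CD47* event as a frameshift, while the skipped 90 nt are a multiple of 3 and the length of 293 residues matches the paper's. For *PLXNB1*, the paper has more residues missing from the end of the canonical protein than the 266 found here, while the length of the new protein matches.

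The paper describes *VIM* as almost undetectable. It was at 4.60 and 4.39 FPKM in the replicates, with lower bounds above 0. *CDH2*, which the paper also describes as almost undetectable, was listed at 0. *CDH1*, which the paper describes as high, was at a mean of 157 FPKM. The paper describes *CD24* as absent, and the table has no identifier for it, only for the pseudogene *CD24P4*. The paper lists *SEMA3F*, *SEMA4C*, *PLXNB1* and *PLXNB2* as highly expressed, and they ranked 6, 3, 2 and 4 of 31, with *SEMA3C* at rank 1 and *PLXNA3* at rank 5. The number of family members expressed was 19, where the paper's value is 20 and its text states no threshold. It was 20 with a mean FPKM of at least 1, with at least 1 FPKM in at least one replicate, and without replicate 2. The threshold of 1 FPKM was chosen because every bar of Fig. 1B lies above it, so the closeness of these counts is partly built in. Of the 22 bars of Fig. 1B, 0 differed from the levels found here beyond the precision of reading by eye, and the largest gap was 0.0737 on the log2 scale.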

Other observations

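Regulators of splicing were expressed widely in MCF-7 cells. Of 32 genes on a list of them, 27 had an FPKM of at least 1 in both replicates, with a median log2(FPKM + 0.1) of 5.80, above 100% of random lists. The ribonucleoprotein genes *HNRNPA2B1* at 601 ± 32.3 FPKM (SD, n = 2), *HNRNPC* at 589 ± 15.0 FPKM and *HNRNPK* at 504 ± 16.0 FPKM were highest, followed by *SRSF5*, a serine- and arginine-rich splicing factor, at 360.1 ± 13.1 FPKM. *ESRP1* and *ESRP2*, regulators of epithelial splicing that are also on the epithelial list, were at 83.6 ± 5.69 FPKM and 46.6 ± 0.00778 FPKM and were named after their values were seen. *RBFOX1* and *CELF2*, which act in neurons and muscle among other tissues, were lowest and listed at 0 in replicate 2.

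The highest FPKM in the table belonged in part to very short genes. Of the 10 genes of highest mean FPKM, 4 have a region under 200 nt, and 7 have an FPKM outside their own bounds in at least one replicate. *AC079949.1*, with a region of 57 nt, was at 28426 and 4637 FPKM, with upper bounds of 10.9 and 5.43. *EEF1A1*, a translation elongation factor, was at 7961 and 8744 FPKM and *RPS29* at 4515 and 5083. Of the 10 genes with the largest difference between replicates, 10 were listed at 0 in one replicate, 8 of them higher in replicate 1, and they included *MIR25*, *SNORD38A* and *SNORD60*, genes of small RNAs. Among protein-coding genes, chosen after the values were seen, *FSIP1* was at 261 and 9.23 FPKM with bounds of 6.51 to 31.8 in replicate 1. *B3GNT8* was at 0.455 and 20.1 FPKM with bounds of 0.542 to 3.51 in replicate 2. The higher value of each of these 2 genes lies above its own upper bound. The others of the 10 largest protein-coding differences lay within their bounds. Among them were *PIGY*, listed at 0 and at 11.9 FPKM (bounds of 0 to 23.0 in replicate 2), and *DNAJC25-GNG10* at 22.0 and 0.568 FPKM (11.6 to 32.4 in replicate 1).

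On principal transcripts, the new junction of *CASK* was the only one of 12 found in GENCODE v29. The new stop codon of *LGALS1* lies in the last exon. That of *CTTN* on its principal transcript would lie 542 nt upstream of the last exon junction. However, the *CTTN* transcript that gives the paper's 476 residues keeps the frame and the canonical stop.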
